A study of Homo sapiens with 6 samples. Its data were reported in "Robust partitioning of microRNA targets from downstream regulatory changes" (2020).

How the data were processed

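AGO2 eCLIP libraries were made from Flp-In T-REx HEK293 cells carrying miR-1, miR-122 or an empty vector, with 2 libraries per group. The authors removed ribosomal reads, aligned the rest to hg19 with strand information, discarded PCR duplicates by unique molecular identifier and aligned position, and called peaks in each library with CLIPper. Peaks reproducible between the libraries of a group were kept at an irreproducible discovery rate under 0.1. The deposited count tables hold whole numbers of reads per merged peak, not normalised. The deposited CLIPper lists give a p-value per peak, none at or above 0.05, for each library alone. The deposited reproducible peak lists give positions and strands with no per-peak value. Because peaks were called in the libraries that were then compared, peaks called in one group only are selected for high reads there.

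Samples were grouped by the labels. The labels state that the replicate number marks 7 or 8 days of induction, so the numbers pair the samples by day. Same-numbered libraries deviated together only slightly, with correlations of 0.0145 in the miR-1 table and 0.0265 in the miR-122 table. Replicate libraries differed by more than sampling noise. The biological coefficient of variation was 0.28 in both tables, and the log2 CPM of replicates correlated across peaks at 0.843 in control and 0.781 in miR-1 libraries and at 0.77 in miR-122 libraries.

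Counts were tested with the edgeR quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with robust dispersion estimates, TMM scaling, filterByExpr at a minimum count of 10, and Benjamini-Hochberg adjusted p-values under 0.05. Each table was fitted alone, and both share the control libraries, so no overlap or correlation of calls between the miRNAs was computed. Standard errors of log2 fold changes are approximate, computed from the fold change and its F statistic. DESeq2 1.42.0 was an alternative. Scaling by total counts in place of TMM moved the median log2 ratio of all peaks from -0.05 to -0.13 in the miR-1 table and from -0.06 to -0.15 in the miR-122 table.

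Relative AGO density was the mean log2 CPM (TMM, prior count 2) in miRNA-expressing libraries minus that in control libraries. Matches were sought on the strand of the peak in GRCh37 sequence, in the peak extended by 20 nt on each side. The 8mer pairs with miRNA positions 2 to 8 followed by A, the 7mer-m8 with positions 2 to 8, the 7mer-A1 with positions 2 to 7 followed by A, and the 6mer with positions 2 to 7. Mitochondrial peaks (4 in the miR-1 table and 5 in the miR-122 table) and 2 peaks with no single strand in the miR-1 table were left out of sequence work. Regions came from GENCODE 44 mapped to GRCh37, at the peak midpoint, in the order 3'UTR, ORF, 5'UTR, other exon and intron. The set test camera was run with a preset correlation of 0.01 and with an estimated one, and fry after centring each library on the median of its peaks without a match. Medians were compared with two-sided rank-sum permutation tests of 100000 resamples. For the difference between miRNAs in ORFs, match labels were permuted within each table. That design tests for no effect in either table. A rank-sum test that permutes the miRNA label among match peaks was added afterwards. The 8 endogenous families were chosen from general knowledge of these cells.

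The peaks named were fixed by a rule: the 5 largest increases and 2 largest decreases per miRNA among peaks past the threshold in which both libraries of one group lay above both of the other. Of these peaks, 1 is not reported here. The comparisons in the report with their tests, this rule and the alternatives were chosen before the data were examined, except where stated. The estimated correlation in camera, the comparison between control libraries and the share of called peaks with a match were added afterwards. Alternatives covered scaling, filters, prior counts, tests, the replicate block, the extension of the peak, the region rule and leaving out each library. Python 3.11.15, bedtools 2.31.1 and samtools 1.23.1 were used. Fold changes against 0 reads were bounded by taking 3 reads there and the count of the other group as exact. These bounds leave out the error of that count and the spread between libraries, so they are approximate. For peaks with 1 to 3 reads in a group, the ratio of scaled reads is given with a 95% exact binomial (Clopper-Pearson) interval.

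The steps were tested on simulated or shuffled data. With counts drawn from the real means and library sizes and known log2 changes of 2 in each direction, edgeR called 131 of 180 changed peaks passing the filter in the miR-1 comparison, with 4 false calls among 5090 peaks, and 129 of 184 in the miR-122 comparison, with 10 false calls among 5508 peaks. In 2000 random shuffles of the real ratios among peaks, the permutation test gave p under 0.05 in 4.4% for the miR-1 comparison (5559 peaks) and 5.25% for the miR-122 comparison (5858 peaks). Shuffling makes peaks exchangeable, so this checks the computation only. It does not test peaks that depend on each other or the spread between libraries.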

Results

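Argonaute 2 (AGO2), the protein that carries microRNAs (miRNAs) to their target RNAs, was crosslinked to RNA with ultraviolet light, immunoprecipitated and sequenced (eCLIP) in Flp-In T-REx HEK293 cells, a human embryonic kidney line made for inducible expression of an integrated gene. The cells expressed miR-1, miR-122 or an empty vector, with 2 libraries in each of the 3 groups. Replicate 1 was induced with doxycycline at 1 ug per mL for 7 days and replicate 2 for 8 days. Comparing the groups asks where AGO gains or loses reads when a miRNA is induced.

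The data comprised 6786 reproducible peaks in control cells, 4637 in miR-1 cells and 4153 in miR-122 cells. One count table joined the peaks of miR-1 and control cells into 8253 merged peaks, and the other joined those of miR-122 and control cells into 7977 merged peaks. In the miR-1 table the control libraries held 236243 and 295949 reads in peaks, and the miR-1 libraries 253117 and 125624. In the miR-122 table the control libraries held 236849 and 296292 reads in peaks, and the miR-122 libraries 393555 and 101157. Replicate 2 was the shallower library with either miRNA, with medians of 11 and 9 reads per tested peak in miR-1 and miR-122 cells. These totals count reads in peaks only, so they are not the depths of whole libraries.

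Of the miR-1 cell peaks, 2849 (61.4%) overlapped a control peak on the same strand by at least 1 nt, as did 2646 (63.7%) of the miR-122 cell peaks. When the overlap had to cover at least 50% of both peaks, 2509 and 2289 were shared. Peak midpoints lay in annotated 3'UTRs for 49.9% of control peaks, 50.6% of miR-1 cell peaks and 53.0% of miR-122 cell peaks. Coding sequence (ORF) held 32.2%, 30.5% and 30.6% of the peaks in the same order. When peaks lying wholly in one kind of region were counted, the 3'UTR shares rose to 57.4%, 59.8% and 60.8%. CLIPper lists of single libraries differed in length, with 58514 and 56964 peaks in control replicates 1 and 2, 62973 and 33620 in miR-1 cells and 85714 and 26178 in miR-122 cells. Of the peaks called in replicate 1, 34.6% overlapped a replicate 2 peak in control cells, 22.2% in miR-1 cells and 17.2% in miR-122 cells. Of those called in replicate 2, 33.7%, 39.7% and 47.9% overlapped a replicate 1 peak in the same order, so the order of the groups reversed with the direction and followed the unequal lists.

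The first comparison asked which peaks changed in AGO reads. Reads were not scaled to the abundance of each RNA, so a changed peak can reflect a changed transcript as well as changed binding. The study reported altered transcription of many genes with miR-1, and regarded relative AGO density as underestimated because repressed targets lose mRNA. In miR-1 cells 93 of 5559 tested peaks differed from control at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 80 higher and 13 lower. Leaving out the filter on low counts moved this number most, to 328 of 8166 peaks. In miR-122 cells 140 of 5858 tested peaks differed, 136 higher and 4 lower. With the replicate number as a block the miR-122 count was 230, of which 137 were also called without the block. The likelihood ratio test called 268 peaks in miR-1 cells (182 higher and 86 lower) and 395 in miR-122 cells (295 higher and 100 lower). DESeq2 called 63 peaks in miR-1 cells (61 higher and 2 lower) and 112 in miR-122 cells, all of them higher, and gave no adjusted p for 228 peaks of the miR-122 table. A canonical seed match (8mer, 7mer-m8 or 7mer-A1) to miR-1 lay in 38 of the 80 higher peaks (47.5%) and in 0 of the 13 lower peaks, against 2.72% of all tested peaks. For miR-122 the match lay in 59 of 136 higher peaks (43.4%) and in 0 of 4 lower peaks, against 4.12% of all tested peaks.

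The largest increases included several peaks with very few control reads, for which the fitted fold change depends on the prior count. Here and below, folds given as "at least" a value are approximate bounds that take the larger count as exact. Positions are in hg19. In miR-1 cells the largest fitted increase was at HPCAL1 (chromosome 2, 10465548 to 10465627, intron, no seed match), with 0 reads in control and 25 in miR-1 libraries, at least 12.5-fold higher. A 3'UTR peak of RNF40 (chromosome 16, 30786197 to 30786446) with a 7mer-A1 match rose from 50.1 ± 3.28 to 1383 ± 139 CPM (SD, n = 2), a log2 fold change of 4.78 with a standard error of 0.31 and an adjusted p of 3.8e-09 in edgeR. A 3'UTR peak of IP6K2 (chromosome 3, 48725561 to 48725730) without a match rose from 3 to 76 reads, a ratio of 38.0 after scaling (95% exact binomial interval 12.5 to 188.4, counting error only). A peak in the ORF of UROD (chromosome 1, 45480416 to 45480509, no match) had 1 control read against 21 miR-1 reads (ratio 31.5, interval 5.07 to 1303). Across the alternative tests, scalings and filters the adjusted p of UROD in edgeR or DESeq2 ranged from 0.000337 to 0.252, and it did not pass with the replicate block (0.136) or in DESeq2. The largest decreases were in the ORF of DUS1L (chromosome 17, 80019089 to 80019228) and the 3'UTR of PACS2 (chromosome 14, 105861341 to 105861498). With 0 reads in miR-1 libraries, they were at least 9.11-fold and at least 8.67-fold lower, and neither passed in DESeq2, with adjusted p-values of 0.0642 and 0.0672. Those were the highest values among the alternatives, and the lowest were 4.4e-05 and 4.9e-05 in the edgeR likelihood ratio test.

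In miR-122 cells 4 of the 5 largest increases had 0 control reads. The peaks in the ORF of RABL6 (chromosome 9, 139733799 to 139733876, no match) and an intron of TBCD (chromosome 17, 80861659 to 80861865, 7mer-m8) were at least 21.2-fold and at least 18.5-fold higher. The peaks in the 3'UTR of UBXN7 (chromosome 3, 196080409 to 196080525, 8mer) and the ORF of PLCD3 (chromosome 17, 43194037 to 43194135, no match) were at least 11.97-fold and at least 10.4-fold higher. For PLCD3 the adjusted p in edgeR ranged from 6.3e-06 to 0.0533 over the alternatives, the latter with the replicate block. An intronic peak of E2F3 (chromosome 6, 20403237 to 20403358, no match) rose from 3 to 177 reads, or from 5.02 ± 7.09 to 367 ± 45.6 CPM (SD, n = 2), a ratio of 68.4 with an interval of 23.0 to 334.6. The largest decreases were in the 3'UTR of MON1B (chromosome 16, 77232515 to 77232609), at least 10.1-fold lower, and the 5'UTR of PAQR3 (chromosome 4, 79860333 to 79860438), which fell from 38 reads to 1, a ratio of 32.8 with an interval of 5.54 to 1329. For PAQR3 the adjusted p ranged from 7.0e-05 in the edgeR likelihood ratio test to 0.15 in DESeq2. DESeq2 gave no adjusted p for PLCD3 and MON1B.

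Relative AGO density, the log2 ratio of scaled reads in miRNA-expressing over control cells, was then compared between peaks with and without a seed match. In miR-1 cells the median was 1.29 at 151 peaks with a miR-1 match and -0.07 at 5405 peaks without, a difference of 1.36 (2.56-fold; two-sided permutation p of 1e-05, the smallest the resamples can give). The same-numbered pairs of libraries alone gave 1.22 and 1.12. In miR-122 cells the median was 1.03 at 241 peaks with a miR-122 match and -0.08 at 5612 peaks without, a difference of 1.12 (2.17-fold; permutation p of 1e-05, again the smallest possible). The pairs alone gave 1.18 and 1.19. A prior count of 10 gave the lowest values among the alternative settings that kept all 4 libraries, 0.95 and 0.87, and counting only 8mer matches gave the highest, 1.68 and 2.20. A separate test restricted to peaks called reproducible in control cells gave lower values, 0.91 for miR-1 and 0.66 for miR-122. Relative AGO density was above 0 at 86.8% of miR-1 match peaks and 83.8% of miR-122 match peaks, against 46.2% and 45.1% of the other peaks. Between the control libraries themselves the same measure was 0.08 at miR-1 matches (permutation p of 0.301) and 0.00 at miR-122 matches (permutation p of 0.618). Peaks are not independent replicates, so these p-values describe peaks rather than cultures. The set test fry, which uses the spread between libraries, gave p-values of 0.00227 for miR-1 and 0.00111 for miR-122. With its preset correlation the set test camera gave p-values of 1.3e-30 and 2.5e-28. Those 2 values rest on the number of peaks, so they too describe peaks rather than cultures. With a correlation estimated from the data, camera gave p-values of 0.00476 for miR-1 and 0.00245 for miR-122, so both sets still passed. The estimated correlations, 0.0040 and -6.6e-05, lie below the preset 0.01, so correlation does not account for the larger p-values.

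**Figure D1:**
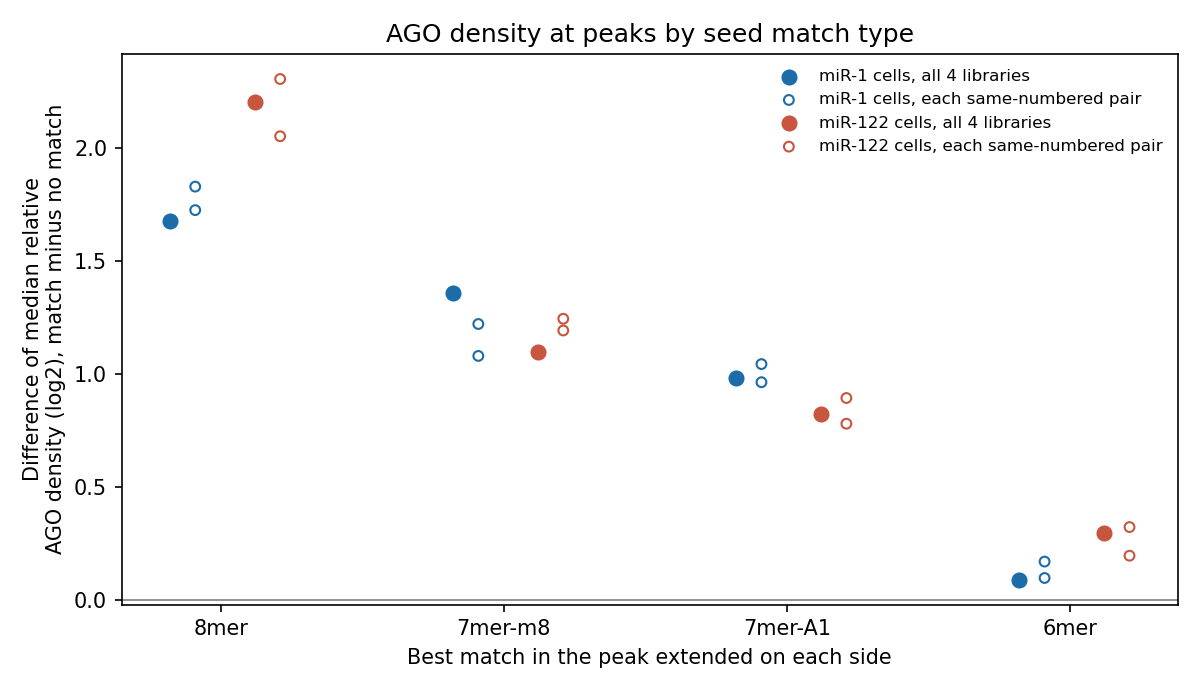
Difference in median relative AGO density (log2) between peaks with each type of seed match and peaks with none, in miR-1 and miR-122 cells. Filled points use all 4 libraries of a table and open points each same-numbered pair of libraries, and the 8mer points lie highest for both miRNAs, at 1.68 and 2.20.

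The gain was then computed by type of match, each against peaks with none, and differences between the types were not tested. For miR-1 it was 1.68 at 35 peaks with an 8mer, 1.36 at 55 with a 7mer-m8 and 0.98 at 61 with a 7mer-A1, each with an adjusted permutation p of 1.1e-05 over 8 tests. At 123 peaks with only a 6mer it was 0.09, which did not pass (adjusted permutation p of 0.054), whereas without the filter on low counts it was 0.12 with an unadjusted permutation p of 0.0166. For miR-122 the gains were 2.20 at 44 peaks with an 8mer, 1.10 at 75 with a 7mer-m8, 0.82 at 122 with a 7mer-A1 and 0.30 at 279 with a 6mer, all with an adjusted permutation p of 1.1e-05.

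The study asked whether ORF sites are effective, mainly from repression of mRNAs and reporters, with AGO density as further evidence. It reported effective ORF sites for miR-122 and found none for miR-1. Only AGO reads at called peaks were compared here, and these do not measure repression. In 3'UTRs the difference was 1.38 at 102 miR-1 match peaks and 1.03 at 165 miR-122 match peaks. In ORFs it was 1.37 at 41 miR-1 match peaks and 1.36 at 55 miR-122 match peaks. All 4 had a permutation p of 1e-05, the smallest possible. Among ORF match peaks, 87.8% with miR-1 and 90.9% with miR-122 had a relative AGO density above 0. The ORF effects of the miRNAs differed by -0.01, which was not distinguishable from 0 (permutation p of 0.947). The same-numbered pairs alone gave 0.17 and 0.31 (SD 0.099), both opposite in sign to the value from all libraries, so its direction was not settled. Leaving out any 1 library also changed the sign of this difference, to values from 0.030 without miR-122 replicate 2 to 0.43 without control replicate 2.

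**Figure D2:**
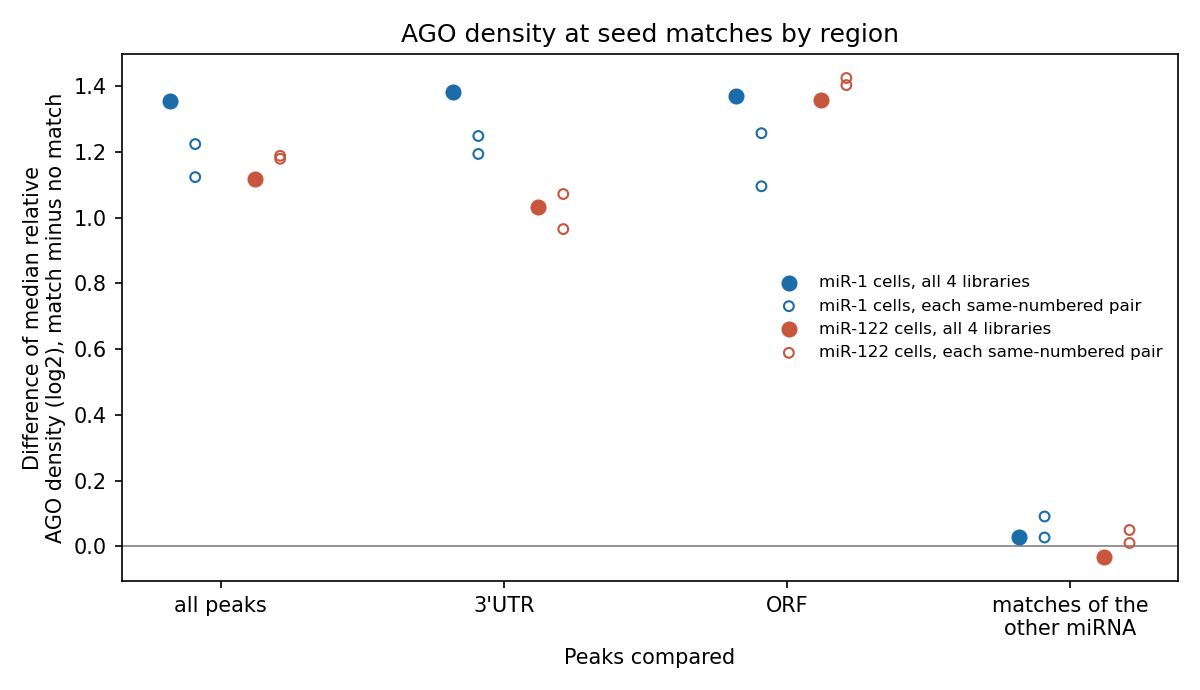
Difference in median relative AGO density (log2) between peaks with and without a seed match, over all peaks, in 3'UTRs and in ORFs, and for matches of the miRNA that was not induced. Filled points use all 4 libraries and open points each same-numbered pair, and matches of the miRNA that was not induced lie at 0.03 and -0.03.

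Matches of the miRNA that was not induced were compared next. The 7mer-m8 matches of miR-1 and miR-122 differ at 1 base, so this tests whether a gain is specific to the induced miRNA. At 148 peaks with a miR-122 match and no miR-1 match the difference in miR-1 cells was 0.03 (permutation p of 0.873), and the same-numbered pairs alone gave 0.09 and 0.03. At 83 peaks with a miR-1 match and no miR-122 match the difference in miR-122 cells was -0.03 (permutation p of 0.769), whereas the pairs alone gave 0.05 and 0.01. Words of 7 bases were ranked by increase, as the mean difference in relative AGO density between peaks with and without the word over its standard error. Among 10920 words tested in miR-1 cells, ACATTCC, the 7mer-m8 match, ranked 1 and CATTCCA, the 7mer-A1 match, ranked 2. Among 11093 words in miR-122 cells, ACACTCC ranked 1 and CACTCCA ranked 2. In miR-122 cells the score furthest from 0 was a decrease, at -15.5 for TTAGTAC against 12.9 for ACACTCC, with a mean difference of -0.72 at 24 peaks. Of these peaks, 22 lay in annotated genes or pseudogenes of 5S ribosomal RNA, which was looked up after the score was seen. Near-identical copies can share reads, so these peaks are not independent and their values are uncertain. In miR-1 cells the lowest score was -4.07 for CACTTTC, against 12.9 for ACATTCC.

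Matches of 8 endogenous miRNA families were compared to ask whether their sites lost AGO. No family passed after adjustment over 16 tests, with 0 of 8 in miR-1 cells and 0 of 8 in miR-122 cells. At an unadjusted permutation p under 0.05 there were 0 and 1 families. That one was let-7 in miR-122 cells, with a difference of -0.13 at 175 peaks (permutation p of 0.0295, adjusted 0.353). Differences further below 0 in the same cells were -0.16 at 110 miR-10 match peaks (permutation p of 0.0882) and -0.16 at 79 miR-92 match peaks (permutation p of 0.0596), with the same adjusted p. Over the 8 families the mean difference was 0.00 in miR-1 cells and -0.06 in miR-122 cells. Each family was compared with the other peaks, matches of the other families among them, after scaling across peaks. A loss shared by endogenous sites in general could therefore not be seen.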

Values the study reported

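The study reported that 54% of its reproducible AGO peaks overlapped 3'UTRs and that 7% were in introns. Among genes repressed after transcription that contained predicted target sites, it gave 85 and 90% as the shares bound by more AGO with miR-122 and miR-1. For a narrower, overlapping set of genes, those with strong predicted sites that lost mRNA and were also repressed after transcription, the average gain in relative AGO density was given as 2.2- and 2.5-fold in the same order.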

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

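The peak lists of single libraries held a signal outside the comparisons above, on the genomic hairpin of miR-122 (MIR122, chromosome 18, 56118306 to 56118390). A CLIPper peak of 6 reads with a p-value of 0.0261 lay at 56118320 to 56118336 in miR-122 replicate 2. No peak was listed there in the other 5 libraries, and none on MIR1-1 (chromosome 20, 61151510 to 61151586) in any of the 6. The lists hold only peaks past a threshold of 0.05, so a missing peak does not show that reads were absent, and the deeper miR-122 replicate 1 had none listed. The induced miRNA was transcribed from an integrated vector with its own hairpin, so reads placed on the genomic hairpin do not tell the copies apart. Technical and biological sources were not tested, because the lists give no reads below the threshold. A further genomic copy of the miR-1 hairpin was not analysed here.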

How the results depend on the processing

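All alternatives below were chosen before the data were examined, except those for the 3'UTR difference between the miRNAs. The gains at miR-1 and miR-122 matches kept their direction and a p under 0.05 under each scaling, prior count, filter, peak extension, restriction to 8mers and set test tried, fry with the replicate block included (0.0162 and 0.0125). The differences ran from 0.95 to 1.68 for miR-1 and from 0.87 to 2.20 for miR-122, lowest with a prior count of 10 and highest with 8mers only. The pairs of libraries alone gave 1.22 and 1.12 for miR-1 and 1.18 and 1.19 for miR-122. The cause of the shifts was not tested.

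Leaving out each library in turn gave 1.12 to 1.29 for miR-1 matches and 0.95 to 1.22 for miR-122 matches. In 3'UTRs the ranges were 1.17 to 1.44 for miR-1 and 0.94 to 1.14 for miR-122, and in ORFs 1.11 to 1.29 and 1.33 to 1.63. For miR-1 the ranges by match type were 1.60 to 1.89 for the 8mer, 1.07 to 1.42 for the 7mer-m8, 0.92 to 1.12 for the 7mer-A1 and 0.069 to 0.18 for the 6mer. For miR-122 they were 1.86 to 2.24 for the 8mer, 1.05 to 1.23 for the 7mer-m8 and 0.69 to 0.84 for the 7mer-A1. The difference between miRNAs in ORFs ranged from 0.030 to 0.43, opposite in sign to the value from all libraries, and its permutation p was over 0.05 under the 5 alternatives that kept all libraries. Matches of the miRNA that was not induced ranged from -0.083 to -0.0015 in miR-122 cells and from -0.031 to 0.035 in miR-1 cells. The mean over endogenous families in miR-122 cells ranged from -0.086 to -0.015.

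With the peak as deposited, the difference at miR-1 matches in miR-122 cells reversed to 0.00031 from a main value of -0.033. Without the filter on low counts it was -0.13 at 101 peaks (permutation p of 0.197), further below 0 than the main value. None of these values passed its test. Without the filter the 6mer gain of miR-1 was 0.12, with an unadjusted permutation p of 0.0166 in place of 0.054, and the cause was not tested.

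Counts of changed peaks depended more on the settings. In miR-1 cells they were 328 without the filter, where 8166 peaks were tested, 268 with the likelihood ratio test and 179 at an adjusted p under 0.1, against 93. The higher and lower calls were 243 and 85 without the filter and 182 and 86 with the likelihood ratio test, against 80 and 13. In miR-122 cells they were 395 with the likelihood ratio test, 230 with the replicate block and 251 at an adjusted p under 0.1, against 140. The likelihood ratio test gave 295 higher and 100 lower calls there and the block 207 and 23, against 136 and 4. The looser threshold adds calls by construction. For the calls added without the filter, by the likelihood ratio test and by the block, chance was tested by the share of added higher calls with a seed match (10.4% without the filter, 32.9% with the block, 17.6% and 25.5% with the likelihood ratio test) and is argued against as their sole source. For the rest the cause was not tested. With DESeq2 the counts were 63 and 112. With the replicate block the miR-1 count was 103, of which 80 were among the 93, so 13 calls were lost and 23 added. Of the 230 miR-122 calls, 137 were among the 140, so 3 were lost and 93 added. Counts were not made with a library left out, since that leaves 1 library in a group with no measure of its own spread. Of the 14 peaks chosen by the naming rule, 3 lost their call under the replicate block, UROD and PLCD3 among them, and 5 in DESeq2, 2 had no adjusted p in DESeq2, and 0 reversed without any 1 library. The block changed no call among the other named peaks or in fry over all match peaks, in 3'UTRs (0.0198 for miR-1 and 0.0170 for miR-122) and in ORFs (0.00511 and 0.0476).

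Shares of peaks in 3'UTRs were 57.4%, 59.8% and 60.8% in control, miR-1 and miR-122 cells when peaks spanning regions were left out, which changes the peaks counted. Replicate 1 peaks shared with replicate 2 numbered 11042 in control, 7756 in miR-1 and 7483 in miR-122 cells under an overlap of at least 50% of both peaks, against 20265, 13992 and 14705. With a CLIPper p under 0.001 they numbered 14044, 8913 and 9554, since fewer peaks enter, while the shares of replicate 1 peaks rose from 34.6% to 43.0%, from 22.2% to 26.6% and from 17.2% to 18.2%. A stricter list of reproducible peaks was not run, because the lists carry no value to rank them by. Replicate 2 held medians of 11 and 9 reads per tested peak in miR-1 and miR-122 cells, which limits fold changes of single peaks, as the wide counting intervals of peaks with 1 to 3 reads in a group show.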

Other observations

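Over the 3 groups pooled, 3.70% of reproducible peaks had their midpoint in an intron. That is lower than the value quoted from the study above. Counting only peaks lying wholly in one kind of region gave 4.96%, which narrows the gap.

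The search for matches beside peaks, the test that permutes the miRNA label and the whole comparison of 3'UTR effects between the miRNAs were chosen after results had been seen. The rule for reading the tests of pairing across the seeds, by 2 SD of the pairs, and the reading of the miR-1 AU test as open were also set after their values had been seen. The other tests in this part were stated before their results were seen.

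Of the peaks called higher that held no match, 13 of 42 in miR-1 cells (31.0%) had a canonical match within 200 nt, against 3.39% of 5363 other peaks without a match (Fisher's exact p of 1.2e-09). In miR-122 cells it was 22 of 77 (28.6%) against 6.05% of 5535 (Fisher's exact p of 1.0e-09). A match just outside the extended peak is a candidate explanation for part of these calls. The remaining 29 and 55 peaks are left open, and a change in RNA abundance was not tested as their source.

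The gain at matched peaks stayed after correction for GC content, length and abundance, at 1.34 in miR-1 cells and 1.08 in miR-122 cells, which argues against those properties as the whole cause. Among peaks called reproducible in control cells, a set not selected for high reads in miRNA cells, it was smaller but above 0 by more than the spread between pairs, at 0.91 for 94 miR-1 match peaks and 0.66 for 144 miR-122 match peaks. Peaks called in control cells are selected for high control reads, so the drop cannot show whether peak choice enlarged the gain. Choosing peaks in the compared libraries does not account for all of the gain.

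Pairing across the base that differs between the seeds was tested with a prediction that miR-122 would gain at miR-1 matches through a G:U pair. The difference was -0.033 at those 83 peaks (permutation p of 0.769) and 0.030 at 148 miR-122 match peaks in miR-1 cells (permutation p of 0.873). The same-numbered pairs gave 0.05 and 0.01 for the former (SD 0.028), both opposite in sign to the value from all libraries, and 0.09 and 0.03 for the latter (SD 0.045). No gain was detected, and a gain of the size of these pair values is not excluded.

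Peaks added by more liberal settings may be chance calls. A match lay in 10.4% of 163 higher peaks added in miR-1 cells without the filter, against 1.72% of the other peaks (Fisher's exact p of 9.7e-09). It lay in 32.9% of 73 higher peaks added by the replicate block in miR-122 cells, against 2.80% (Fisher's exact p of 8.0e-19). The likelihood ratio test added 102 higher peaks in miR-1 cells, 17.6% with a match (Fisher's exact p of 1.3e-12), and 157 in miR-122 cells, 25.5% with a match (Fisher's exact p of 2.9e-26). Mitochondrial peaks were left out of these counts because their sequence was not searched, which removed 1 of 74 added higher peaks under the block and 2 of 159 under the likelihood ratio test in miR-122 cells. The settings also added 72 lower peaks without the filter, 19 with the block, and 73 in miR-1 cells and 96 in miR-122 cells with the likelihood ratio test, which matches do not assess. Chance alone is argued against for the added higher peaks as sets, while most of them hold no match.

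Among match peaks, relative AGO density rose with the AU share of the 30 nt around the match in miR-122 cells (Spearman rho of 0.18 across 241 peaks, permutation p of 0.00448, adjusted over the pair of tests 0.00896; Pearson r of 0.17, permutation p of 0.00718, adjusted 0.0144). In miR-1 cells rho was 0.16 across 151 peaks (permutation p of 0.0501, adjusted 0.0501) and Pearson's r was 0.17 (permutation p of 0.0362, adjusted 0.0362), so the measures fall on different sides of the threshold and the relation stays open there. Peaks are not independent replicates. Local AU content is a candidate explanation for a small part of the spread.

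The 3'UTR effect of miR-122 minus that of miR-1 was -0.35, and the same-numbered pairs alone gave -0.18 and -0.23, so its size was not settled. Leaving out each library gave values from -0.45 without miR-122 replicate 2 to -0.20 without control replicate 1. Permuting match labels within each table gave a p of 4.7e-04, but that null sets both effects to 0 and match peaks vary more than other peaks. A rank-sum test permuting the miRNA label among match peaks gave a permutation p of 0.344, so the effects were not shown to differ. It compares ranks rather than medians, so the 2 tests differ in measure as well as in null. Mean relative AGO density at 3'UTR match peaks was 1.24 with miR-1 and 1.20 with miR-122. The same label test in ORFs gave 0.596. With site types weighted to the shares of miR-1 the 3'UTR difference was -0.081 and within the spread between pairs (SD 0.15), which gave -0.17 and 0.040. That value is a weighted mean of the medians per site type, whereas -0.35 is a difference of overall medians. The measure thus changed along with the mix, and the drop cannot be assigned to the mix. It was -0.36 among peaks called in control cells, with pairs at -0.24 and -0.30, and -0.38 with a prior count of 0.5, with pairs at -0.17 and -0.20. Both values from all libraries lie further from 0 than their pairs, but the pairs too lie below 0 by more than their spread (SD 0.040 and 0.024), which argues against peak selection and the prior count as the whole source. Whether a different mix of site types contributes to the difference in medians stays open, and pair 1 changed little under the weighting.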
